# Comparative analysis of 4C-Seq data generated from enzyme-based and sonication-based methods

**DOI:** 10.1186/1471-2164-14-345

**Published:** 2013-05-24

**Authors:** Fan Gao, Zong Wei, Wange Lu, Kai Wang

**Keywords:** Circular chromosome conformation capture, Sonication, 4C-Seq, Bioinformatics, Next-generation sequencing

## Abstract

**Background:**

Circular chromosome conformation capture, when coupled with next-generation sequencing (4C-Seq), can be used to identify genome-wide interaction of a given locus (a “bait” sequence) with all of its interacting partners. Conventional 4C approaches used restriction enzyme digestion to fragment chromatin, and recently sonication approach was also applied for this purpose. However, bioinformatics pipelines for analyzing sonication-based 4C-Seq data are not well developed. In addition, data consistency as well as similarity between the two methods has not been explored previously. Here we present a comparative analysis of 4C-Seq data generated by both methods, using an enhancer element of *Pou5f1* gene in mouse embryonic stem (ES) cells.

**Results:**

From biological replicates, we found good correlation (r>0.6) for inter-chromosomal interactions identified in either enzyme or sonication method. Compared to enzyme approach, sonication method generated less distal intra-chromosomal interactions, possibly due to the difference in chromatin fragmentation. From all mapped interactions, we further applied statistical models to identify enriched interacting regions. Interestingly, data generated from the two methods showed 30% overlap of the reproducible interacting regions. The interacting sites in the reproducible regions from both methods are similarly enriched with active histone marks. In addition, the interacting sites identified from sonication-based data are enriched with ChIP-Seq signals of transcription factors Oct4, Klf4, Esrrb, Tcfcp2i1, and Zfx that are critical for reprogramming and pluripotency.

**Conclusions:**

Both enzyme-based and sonication-based 4C-Seq methods are valuable tools to explore long-range chromosomal interactions. Due to the nature of sonication-based method, correlation analysis of the 4C interactions with transcription factor binding should be more straightforward.

## Background

Chromosomal organization in the nucleus has been gradually recognized as an important contributor to gene regulation and genome function. In the last decade, chromosome conformation capture (3C) has been developed as a high-throughput assay to explore long-range chromatin-chromatin interactions *in vivo*[1]. Technologies derived from 3C, such as Hi-C [2,3], 5C [4] and TCC [5], explore global chromatin interactions. Other methods like ChIP-3C [6-10] and ChIA-PET (chromatin interaction analysis by paired-end tag sequencing) detect chromatin-chromatin interactions mediated by a specific DNA binding protein [11-13]. A particular derivative of 3C method named circular chromosome conformation capture (4C) enables *de novo* detection of all interacting partners of a known genomic region, such as differentially methylated H19 imprinting control region [14]. Similar to 3C-based global mapping of chromatin-chromatin interactions, 4C follows the same concept of 1) crosslinking of protein-DNA complexes in the cell nucleus to capture chromosome conformation and 2) proximity ligation of physically interacting chromatin fragments. However, instead of using immuno-precipitation to capture the ligated junction DNA pieces in ChIP-3C and ChIA-PET, 4C utilizes PCR reactions to enrich genomic regions interacting with a known “bait” region. The PCR products generated from the 4C technology can be subsequently examined by different approaches: they can be cloned for Sanger sequencing [15], or hybridized to a microarray [14,16]. Given the rapid development of next-generation sequencing, it is now feasible to directly interrogate the PCR products from the 4C technology (hereafter referred to as “4C-Seq”). This technique enables genome-wide mapping of the chromatins interacting with the “bait” in greater resolution and precision.

In most of the published 4C studies to date [14,16-20], 4C library preparation typically starts with formaldehyde crosslinking of chromosomes *in vivo*, followed by restriction enzyme digestion to fragment chromosomes. After proximity ligation in diluted condition, chromatin proteins are digested with proteinase K and formaldehyde crosslinks are reversed. Finally “bait”-containing circular DNA molecules generated from the ligation are amplified using bait-specific primers in nested PCR reactions. Although enzyme digestion-based 4C method has limitations such as noisy/weak chromatin associations [21,22], low chromatin accessibility-dependent digestion efficiency as well as uneven distribution of restriction digestion sites across the genome, it should be acknowledged that recent advance in enzyme-based 4C method greatly increased data resolution and robustness by using 4-bp cutter instead of 6-bp cutter in fragmentation [23]. Compared to enzyme digestion, sonication is less accessibility-dependent and preferentially breaks crosslinked chromosomes at the edge of protein binding sites [24,25]. Thus sonication-based approach provides an alternative choice for 4C-Seq studies [26], which is potentially more straightforward on exploring bound transcription factor(s) that mediate the interactome.

Unlike enzyme digestion-based 4C method [17-19], sonication-based library presents a data analysis challenge which requires a different set of analytical approaches. The major reason is that each restriction enzyme has a set of known breakage sites in the genome, so that researchers typically align all reads against flanking sequences of this set of restriction enzyme site, and the restriction sites are the exact ligation sites between two interacting regions [18]. In contrast, sonication method has generally no preference of sequence motifs at breakage sites. Without knowing the exact ligation sites a priori, the pipeline for data processing is anticipated to be different from enzyme digestion-based method. So far, the bioinformatics pipelines have not been well developed to process sonication-based 4C data generated by high-throughput short-read sequencers, such as Illumina Hi-Seq. In the current study, we describe a sonication-based 4C-Seq protocol that we applied to explore *Pou5f1* enhancer interactome in mouse ES cells. The *Pou5f1* enhancer has been known to mediate expression of its own gene product – Oct4, a key reprogramming factor [27]. Thus exploration of this enhancer interactome will provide better understanding of *Pou5f1*-related regulatory network. To compare different 4C protocols, we also performed a parallel study using an enzyme-based method described in [18]. We analyzed consistency of processed 4C-Seq data generated from biological replicates, applied statistical analysis to identify enriched interacting regions, compared the reproducible enriched interacting regions identified from enzyme and sonication methods, and explored epigenetic features enriched in the 4C interactome.

## Results and discussion

### Overview of sonication-based 4C library preparation

Based on previously published 4C studies on KRT gene cluster [26], we slightly modified the experimental protocol for sonication-based 4C library preparation (Figure 1, see Methods for details). We chose an upstream enhancer element of *Pou5f1* gene in mouse ES cells as bait and constructed 4C libraries for two biological replicate samples BR1 and BR2. 

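E14 is a mouse ES cell line kept undifferentiated with LIF, in which Pou5f1 is expressed and encodes Oct4. The sonication-based 4C-Seq data came from 2 samples, BR1 and BR2, each made from cells cross-linked with 1% formaldehyde. Sonication broke the chromatin into pieces of about 500 bp, and the PCR products were sonicated again to about 200 bp. The paper's reported sequencing depth (Table S1) was 24703628 reads for BR1 and 24192856 reads for BR2. The authors aligned 20-bp end tags to mm9, kept pairs with one end in the bait region, merged neighbouring tags into interacting sites, removed sites of a single read and called enriched regions in each replicate. The data analysed here are the processed list of the interacting sites in the reproducible regions, with the chromosome, start and end of each site. The list has 1009 sites, of which 952 were inter-chromosomal and 57 lay on chromosome 17, the chromosome of Pou5f1. It gives no read count per site and no column that separates BR1 from BR2, so the depth behind each site is unknown and no spread between the replicates can be computed from it. The regions themselves are not in the list. They were formed again by joining neighbouring sites at most 1 Mb apart on other chromosomes, and at most 200 kb apart on chromosome 17, which are the window sizes of the paper's statistical model. The sites were then set against the mm9 sequence and its GENCODE gene annotation. Both the limit on the gap and the choice of random sites can change the numbers, and other choices were computed for the main counts and tests.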

Compared to the study by Huang et al. [26], our method on post-processing of the generated 4C library for next-generation sequencing is notably different. Huang et al. analyzed the amplified 4C products consisting of bait-target-bait DNA pieces using 454 Titanium Sequencer. In our study, to adapt to Illumina short-read sequencing, an additional sonication step fragments 4C products into ~200 bp DNA pieces containing bait, targets, bait-target junctions as well as genomic contaminants, before subject to Illumina Hi-Seq sequencing. Sonication of ligated DNA fragments to smaller pieces for Hi-Seq sequencing was also applied in a recent Hi-C study [28]. We used an end-tag mapping method, similar to the one described in [24] for identifying junction reads from sonication-based 4C-Seq data. In our study, enzyme-based 4C-Seq library preparation strictly followed the protocol described in [18].

**Figure 1:**
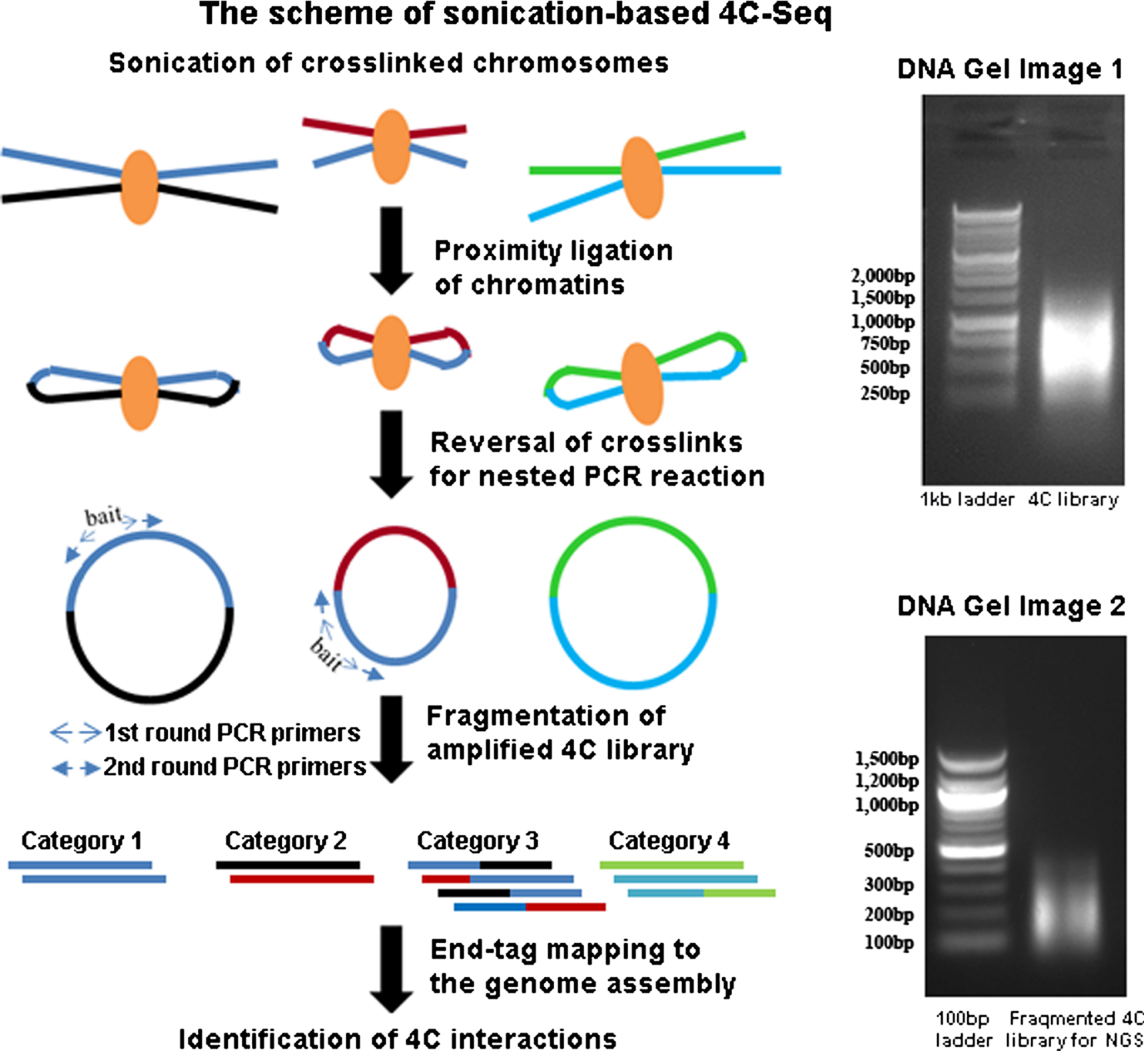
**The procedure of sonication based 4C-Seq. A**) The scheme of 4C-Seq process to generate high-throughput sequencing data for analysis. Two rounds of PCR reactions (nested PCR) were used to amplify bait interacting regions (primers shown in arrows). The fragmented DNA pieces for sequencing can be classified in four categories shown in the left panel. **B**) DNA electrophoresis gel images of constructed 4C library from nested PCR. **C**) DNA electrophoresis gel images of 4C library after fragmentation for NGS.

### Data processing framework

Based on our experimental protocol, the short sequencing reads from Illumina Hi-Seq platform should theoretically fall into four categories: 1) reads at the 4C bait locus, 2) reads at the bait interacting regions, 3) reads that spans ligation junctions between bait locus and its interacting region, as well as 4) noises caused by contamination of genomic or circular DNA that are not amplified in PCR reactions (Figure 1A). We therefore evaluated different strategies to identify these four types of reads.

We first attempted to separately map both forward and reverse reads (91 bp) of the paired-end data to the reference genome (mm9) using Burrows-Wheeler Aligner (BWA [29]), to identify the reads that are completely aligned to the “bait” locus or other genomic regions. For sequencing data generated from the two biological replicates, the mapped reads account for ~77% of the total reads (Additional file 1: Table S1), with most of the mapped reads being uniquely mapped. With this mapping strategy, >99% of the uniquely mapped reads are within the bait locus, suggesting the presence of many proximal interactions or self-ligations in the data. Only 0.2% to 0.6% of the uniquely mapped reads are mapped to distal genomic regions, that is, the majority of them should fall into Category 2 described above, though it is possible that some of them may originate from genomic DNA described in Category 4. We also note that unmapped reads in the biological replicates account for ~23% of total reads, which may correspond to ligation junctions that cannot be mapped to the reference genome, that is, Category 3 above. Given the limited amount of data supporting Category 2, we believe that this mapping strategy is not optimal for identifying bait interacting regions.

We next evaluated an end-tag mapping strategy [2,11], generally applied in 3C-based studies to identify Category 3 reads that are mosaic of the bait and its interacting regions. A similar strategy was also previously used in a ChIA-PET study [30], with 20-bp end tags. Here we define “bait region” as a ~1 kb region, which includes 500 bp extension from the locations of the 2nd set of forward and reverse PCR primers (Figure 1). We extracted 20-bp end tags from both forward and reverse sequencing reads and aligned them to the reference genome assembly separately using BWA [29]. The generated forward and reverse alignment files were merged together using SAMtools [31]. Junction reads are identified, when one end-tag uniquely maps to the “bait” and the other end-tag maps to genomic locations > 300 bp away on the same chromosome (intra-chromosomal interactions) or to a different chromosome (inter-chromosomal interactions). The rationale to choose 300 bp is that our sonication approach generates small DNA pieces with an average size of 200 bp for sequencing, so end-tags that are > 300 bp away should mostly be junction reads. We next classified junction reads as proximal junction reads and distal junction reads. Proximal junction reads have two end tags mapped on the same chromosome with genomic distance between the tags between 300 bp and 10 kb. Distal junction reads are either two tags on the same chromosome with distance greater than 10 kb or two tags on different chromosomes. Proximal junction reads account for ~90% of total junction reads identified (Additional file 1: Table S2), with the distribution of relative genomic distance between the two ends following a continuous decay, starting from 300 bp to 2 kb, similar to the self-ligation events observed in a ChIA-PET study [30]. Predominant proximal ligation may reflect disruption of weak chromatin-chromatin interactions under the shearing force, thus facilitating self-ligation events. Since no interactions were identified within the distance range from 2 kb to 10 kb in both BR1 and BR2 biological replicate data, we used 10 kb distance cutoff to distinguish proximal *vs.* distal intra-chromosomal interactions.

To explore distal chromatin-chromatin interactions, we processed distal junction reads for further analysis. Tags that were within 100 bp range on their genomic locations were considered as PCR products from a single ligation event and merged as one unique distal interacting site, given that the 4C library DNA was fragmented before sequencing. 

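Of the 1009 sites in the reproducible regions, 700 (69.4%) were exactly 20 bp wide, the length of a single end tag. Another 288 sites were 21 to 29 bp wide and 21 were 30 bp or wider, with 9 over 100 bp and a longest site of 231 bp. The sites together covered 22354 bp. The smallest gap between neighbouring sites was 201 bp, and only 5 gaps were under 500 bp. Merging the listed sites once more within 100 bp therefore left 1009 sites.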

Unique distal interacting sites supported by only one read were removed from our analysis as they likely represent background noises. In total, using 20 bp end-tag mapping, we identified 5,705 and 4,368 filtered unique interacting sites respectively from two biological replicate data generated from sonication-based 4C method. In the following sections, we will discuss 4C sequencing data in the context of data reproducibility, effect of sequencing depth, statistical models for identifying enriched interacting regions, comparison of reproducible interacting regions identified in both enzyme and sonication methods, epigenetic histone features surrounding the interacting sites within the reproducible regions, and transcription factors enriched around sonication generated interacting sites.

### Reproducibility of the inter-chromosomal interactions

Chromatin-chromatin interactions are highly dynamic [32], and the interactions are probably more transient than protein-chromatin interactions in the nucleus. For example, CTCF mediated interactome in mouse ES cells has only 38% overlap between biological replicates, suggesting dynamic feature of CTCF mediated chromatin-chromatin interactions; while 98% peaks identified in CTCF ChIA-PET study can be found in ChIP-Seq peak data of CTCF, reflecting strong association of CTCF with chromatin fibers [12]. We note that the 4C-Seq approach aims to take a snapshot of chromatin interacting patterns, which reflect the average state across hundreds of thousands of cells. Genome-wide 3C/Hi-C, ChIA-PET studies revealed more consistent proximal interactions than distal interactions. It is likely that sequencing depth for such studies is not sufficient for capturing less frequent distal interactions, such as inter-chromosomal interactions. Compared to 3C-based studies, 4C-Seq explores the interactions associated with only one bait area, thus in theory, it enables a more thorough search of less frequent long-range interactions, provided the same sequencing depth of the prepared DNA libraries. Therefore, we decided to determine the reproducibility of inter-chromosomal interactions between biological replicate samples by counting the number of observed interactions in every genomic bin and calculate the correlation between replicates. The correlation of the data is an indication whether the bait region has preferred interacting partners located on different chromosomes or the inter-chromosomal interactions mainly result from random collision between the chromosomes. As for 4C-Seq data, the reproducibility can also be affected by many factors including efficiency of proximity ligation, PCR amplification, DNA fragmentation, the quality and depth of next-generation sequencing, as well as the data processing strategy. Theoretically, sticky-end ligation applied in enzyme-based method should result in higher ligation efficiency than blunt-end ligation in sonication-based method; however, smaller size of chromatin fragments generated by sonication may contribute to higher chance of collision frequency between two breakage points. In our analysis, the replicate interactome data of the *Pou5f1* enhancer generated from both methods were included for comparison (Additional file 2: Figure S1). The recommended data processing protocol for analyzing enzyme-based inter-chromosomal interactions [18] was used to count the number of ligated HindIII sites for each genomic segment that covers 500 HindIII sites. For 4C-Seq data generated by sonication method, we counted the number of identified unique interacting sites in each 2 Mb genomic bin (roughly the size covering 500 of 6-bp cutters) to explore the correlation between biological replicates. For inter-chromosomal interactions generated in biological replicate mouse ES cells, we found Pearson’s correlation coefficient values of 0.658 and 0.636 for enzyme-based and sonication-based 4C libraries respectively (Figure 2). When we attempted to use smaller bin sizes (1 Mb and 500 kb) for sonication-based data, the correlation coefficient between the replicates decreased to 0.559 and 0.473 respectively (Additional file 3: Figure S2A&C). For enzyme-based data, using smaller bin sizes (250 and 125 6-bp sites) also resulted in a similar decrease of correlation coefficient values (r=0.581, r=0.475; Additional file 3: Figure S2B& D). Thus, the two methods showed similar reproducibility, and sonication-based method doesn’t improve or degrade the resolution in this case. Also in our experiments, the biological replicate data for enzyme-based 4C libraries showed that 36% of the inter-chromosomal interactions identified in the second replicate are in close proximity (within 10 kb range) to the interactions in the first replicate, whereas 46% of the inter-chromosomal interactions from sonication-based 4C libraries showed proximity between biological replicate. This analysis indicated that interacting regions identified from biological replicates are relatively consistent with each other, in spite of different methods applied in chromatin fragmentation.

**Figure 2:**
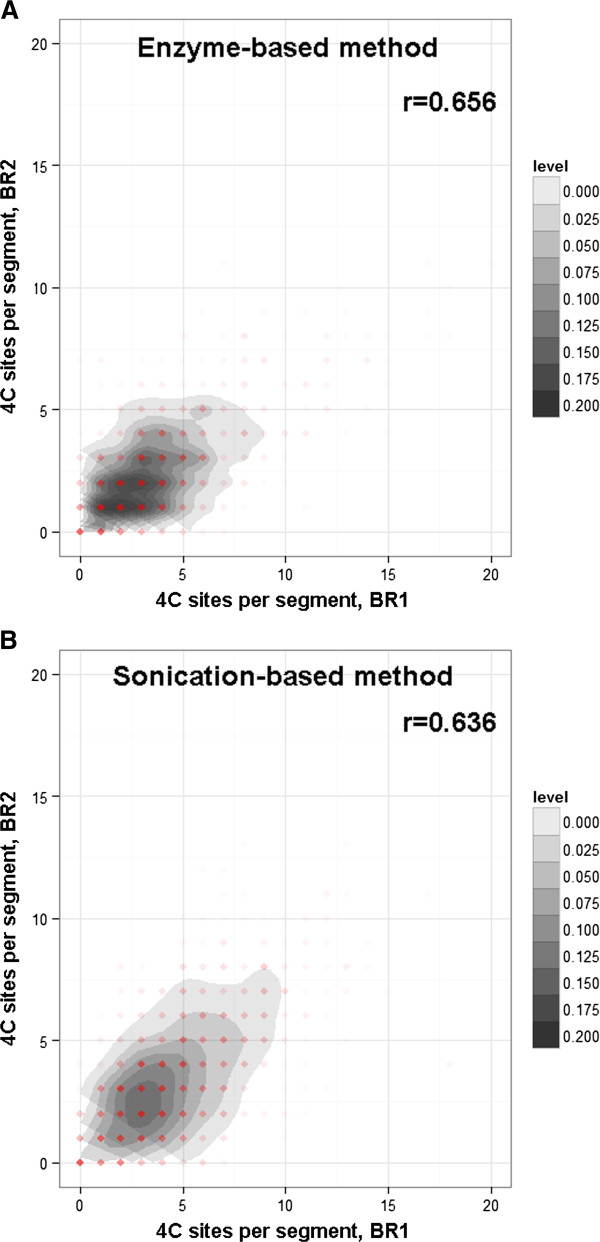
**Reproducibility of inter-chromosomal interactions.** Density scatter plots of inter-chromosomal interactions identified in the biological replicate data for both sonication-based and enzyme-based methods. Pearson’s correlation coefficient values were also shown in the upper right corner of the plots.

### Evaluation of sequencing depth

Intuitively, sequencing depth is directly related to the ability to find relatively rare interacting events, as well as the true fraction of the reads that can be informative to finding distal interacting events. We explored with 10%, 25%, 50%, 75%, 90% and 100% of the original sequencing data to perform the same set of analysis for the replicate data of sonication-based 4C libraries, and analyzed their correlation patterns. As shown in Figure 3, with sequencing depth rose from 10% to 100%, the coverage of identified clustered distal interacting sites in the two biological replicates (BR1 and BR2) gradually increased from 30% to 46% (coverage defined as the percentage of BR2 sites within 10 kb of BR1 sites). More importantly, pairwise correlation of interacting frequencies of 2 Mb genomic bins between BR1 and BR2 showed an increment from 0.328 to 0.636. However, when more than 75% of the sequencing reads were used in analysis, both coverage of the interacting sites and correlation of the interacting frequencies in the two replicates reached a plateau. Therefore, ~20 million total short reads (10 million read pairs) from Illumina sequencing is sufficient to capture most of the interacting events of this enhancer element in mouse ES cells.

**Figure 3:**
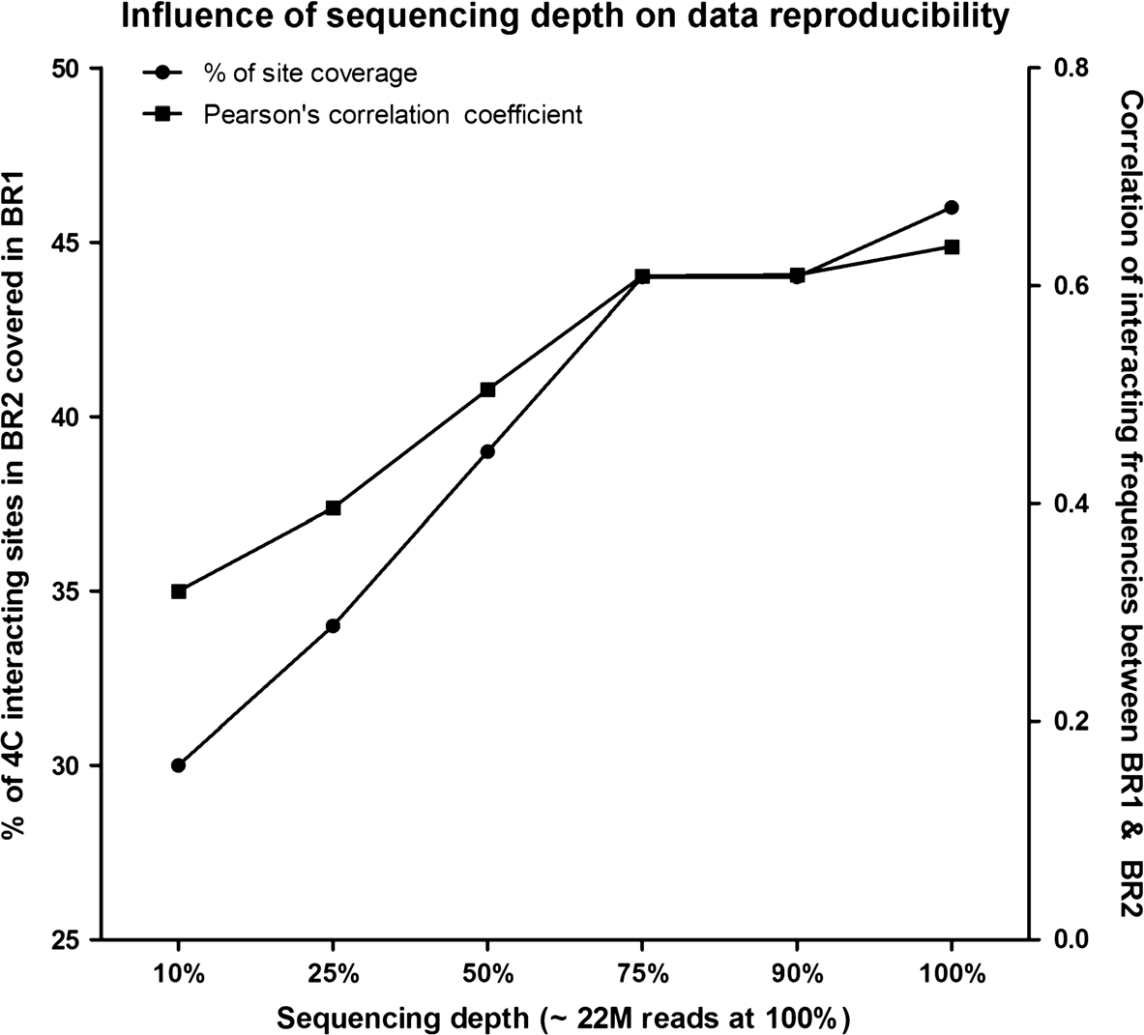
**Sequencing depth dependent data reproducibility.** Overage of interacting sites and Pearson’s correlation coefficient of domain interacting frequencies were plotted separately for sonication-based 4C data.

### Statistical analysis to identify enriched interacting regions from the inter-chromosomal interactions

As a high-throughput assay, 4C-Seq revealed thousands of sites interacting with one bait region. However, it is unlikely that all the interactions identified are biologically significant, and many of them probably represent random collision between two genomic fragments in 3D space. To identify regions that are frequently associated with the bait region other than random collision, we applied statistical models to analyze interacting sites within each chromosome. We used a permutation-based false discovery rate (FDR) procedure to choose significantly enriched interacting regions. For enzyme-based 4C data, a z-score was assigned based on the number of 4C interacting sites per 500 HindIII sites [18]. For sonication-based data, each interacting site was assigned a z-score based on the nearby interactions observed within ±1 Mb distance range (see Methods for details). FDR was calculated by random permutation of the data 100 times, and the cutoff value of 5% was used to select positive sites. Positive sites and the nearby interaction sites (±1 Mb range) were grouped together as enriched interacting regions. 

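Within the regions formed from the listed sites, the median distance from a site to its nearest neighbour was 49.8 kb. Sites placed at random between the first and the last site of the same regions had a mean of 54.8 kb for this median, with a central 95% range from 49.3 to 60.5 kb (permutation test with 10000 draws, two-sided, p = 0.08). Sites inside a region were thus not spaced differently from random placement at the 0.05 threshold. The alternative that moved this result most limited the test to inter-chromosomal regions, with 51.8 kb observed and 56.5 kb at random (permutation test, two-sided, p = 0.12). At short range, 121 sites (12.0%) had a neighbour within 10 kb, against a mean of 120.7 at random. The number of inter-chromosomal regions fell from 75 to 46 when the gap allowed between neighbouring sites was widened from 500 to 800 kb. At 900 kb there were 42 regions, and from 1 to 2 Mb the number stayed at 37, since neighbouring regions of a chromosome lay at least 2.08 Mb apart while the largest gap inside a region was 990.1 kb.

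**Figure D1:**
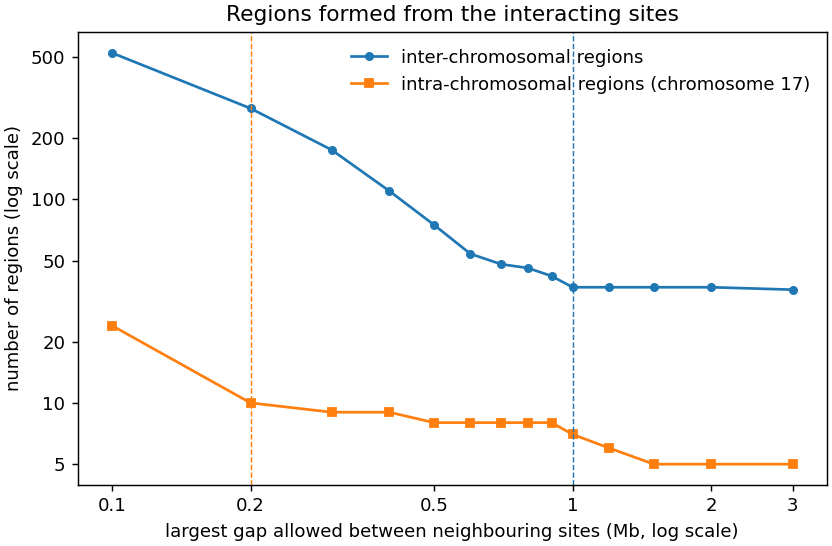
Number of regions (vertical axis, log scale) formed from the 1009 interacting sites of the sonication-based data against the largest gap allowed between neighbouring sites (Mb, horizontal axis, log scale). Circles stand for inter-chromosomal regions and squares for regions on chromosome 17, and the dashed lines mark the gaps of 1 Mb and 200 kb used for each. The inter-chromosomal curve is flat at 37 regions from 1 to 2 Mb.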

Overlapping enriched regions were further merged together. The statistical models applied here aim to identify enriched interacting regions from the background, similar to the concept used in ChIP-Seq peak calling.

### Comparison of enriched interacting regions identified from 4C-Seq data generated from different methods

Statistical analysis identified 65 and 82 enriched inter-chromosomal interacting regions for each replicate data generated from the enzyme approach, with about 40% overlap of the identified regions (30 regions) between the two biological replicates (Figure 4A). For sonication-based data, 76 and 85 regions were identified from each replicate, with nearly 50% of the regions are overlapping between the two replicates (Figure 4B). Thus those reproducible regions represent high-confidence interactions that might have biological consequences. It is interesting to note that one third of the reproducible inter-chromosomal regions identified in the enzyme method overlap with the reproducible regions from sonication-based data (Figure 4C). Thus, the *Pou5f1* enhancer shows preference in interacting with distal regions that are located on different chromosomes, and the identified reproducible regions even possess certain level of consistency between sonication-based and enzyme-based 4C-Seq approaches.

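The 952 inter-chromosomal sites of the deposited list formed 37 regions on 18 chromosomes when neighbouring sites at most 1 Mb apart were joined. With a gap of at most 500 kb there were 75. The 37 regions spanned 142.1 Mb in all, with a median of 3.35 Mb and a range from 1.55 to 9.46 Mb, and held from 9 to 71 sites with a median of 22. The region with the most sites lay on chromosome 11 of mm9 from 112655168 to 121664255, close to the distal end of the chromosome, with 71 sites in 9.01 Mb that also contain 208 protein-coding genes. The next lay on chromosome 4 from 132159092 to 141618278, with 63 sites and 192 protein-coding genes in 9.46 Mb, and on chromosome 2 from 162438156 to 168315179, with 48 sites and 118 protein-coding genes in 5.88 Mb. Their densities of 7.88, 6.66 and 8.17 sites per Mb compare with 6.70 sites per Mb over all inter-chromosomal regions. The regions on chromosomes 4 and 11 were also the longest of all. No error can be given for the count of regions, because the list does not separate the replicates.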

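Among the 1009 sites in the reproducible regions, 579 (57.4%) lay in a protein-coding gene, and 439 protein-coding genes contained at least 1 site. The gene with the most sites was Prex1 (ENSMUSG00000039621.7), on the reverse strand of chromosome 2 from 166391842 to 166539332, with 7 sites in 147.5 kb, none of which overlapped an exon. Pde10a (ENSMUSG00000023868.8), on chromosome 17 from 8718237 to 9179513, contained 6 sites in 461.3 kb, all intronic. Kalrn, on chromosome 16 from 33974344 to 34573618, had 5 sites in 599.3 kb, of which 1 overlapped an exon. Atxn2, on chromosome 5 from 122161346 to 122266502, and Dapk2, on chromosome 9 from 66006030 to 66120049, had 4 intronic sites each, and were taken as the shortest of the genes with 4 sites. Under random placement of the sites within their regions, Prex1 would hold 1.20 sites (exact binomial test, one-sided, p = 0.00019). Over the 2234 protein-coding genes that overlap the regions, the Benjamini-Hochberg adjusted p of Prex1 was 0.42, and no gene had an adjusted p under 0.05, while 41 had an unadjusted p under it.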

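The 37 inter-chromosomal regions were spread over 18 of the 19 chromosomes other than 17, with Y left out, and chromosome 8 had none. Chromosome 9 had the largest excess, with 5 regions against 1.80 expected from its length, an excess of 3.20. Random placement of 37 regions in proportion to chromosome length gave a mean largest excess of 3.00 (permutation test with 100000 draws, one-sided, p = 0.36). The absence of regions on chromosome 8, where 1.92 were expected, was not unusual either, since random placement left at least 1 chromosome empty nearly always (permutation test, one-sided, p = 0.98). With sites as the unit in place of regions, chromosome 9 had 105 sites against 46.4 expected (permutation test, one-sided, p = 1e-05, the smallest that the draws can give), a count in which the sites of a region are not independent. The paper scored each site against the number expected on its own chromosome. Counts of regions or listed sites per chromosome therefore cannot show or exclude a preference for a whole chromosome. The regions covered 5.77% of the 2464 Mb of sequenced bases on these chromosomes. Their 6.70 sites per Mb compare with the 3.96 sites per Mb that the paper's Table S2 gives for the whole of these chromosomes over both replicates, a ratio of 1.69, or with 2.24 per Mb in BR1 alone and 1.72 in BR2 alone, ratios of 2.99 and 3.90. The 3.96 per Mb adds the sites of BR1 and BR2 without merging them. The ratio of 1.69 thus compares like with like only if the list holds both replicates unmerged. A count of neighbouring sites in the closing observations argues against such a list. No test applies to these ratios, because the regions were selected for their density. From the overlap of enriched regions between replicates and between methods, the paper concludes that the enhancer prefers certain distal regions on other chromosomes.

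**Figure D2:**
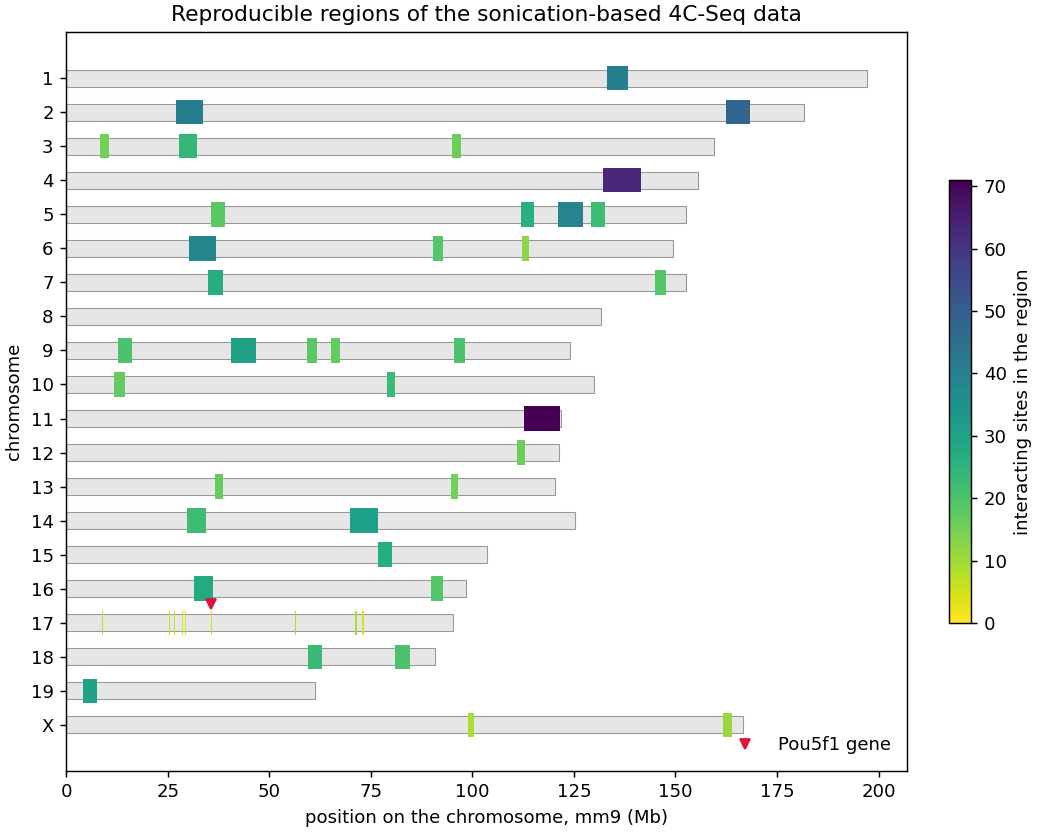
Positions on mm9 (Mb, horizontal axis) of the 37 inter-chromosomal and 10 intra-chromosomal regions formed from the listed sites, on chromosomes 1 to 19 and X (vertical axis, grey bars drawn to length). The colour of a region gives its number of sites and the triangle marks Pou5f1 on chromosome 17. Chromosome 8 has no region, and the darkest regions, with 71 and 63 sites, lie on chromosomes 11 and 4.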

**Figure 4:**
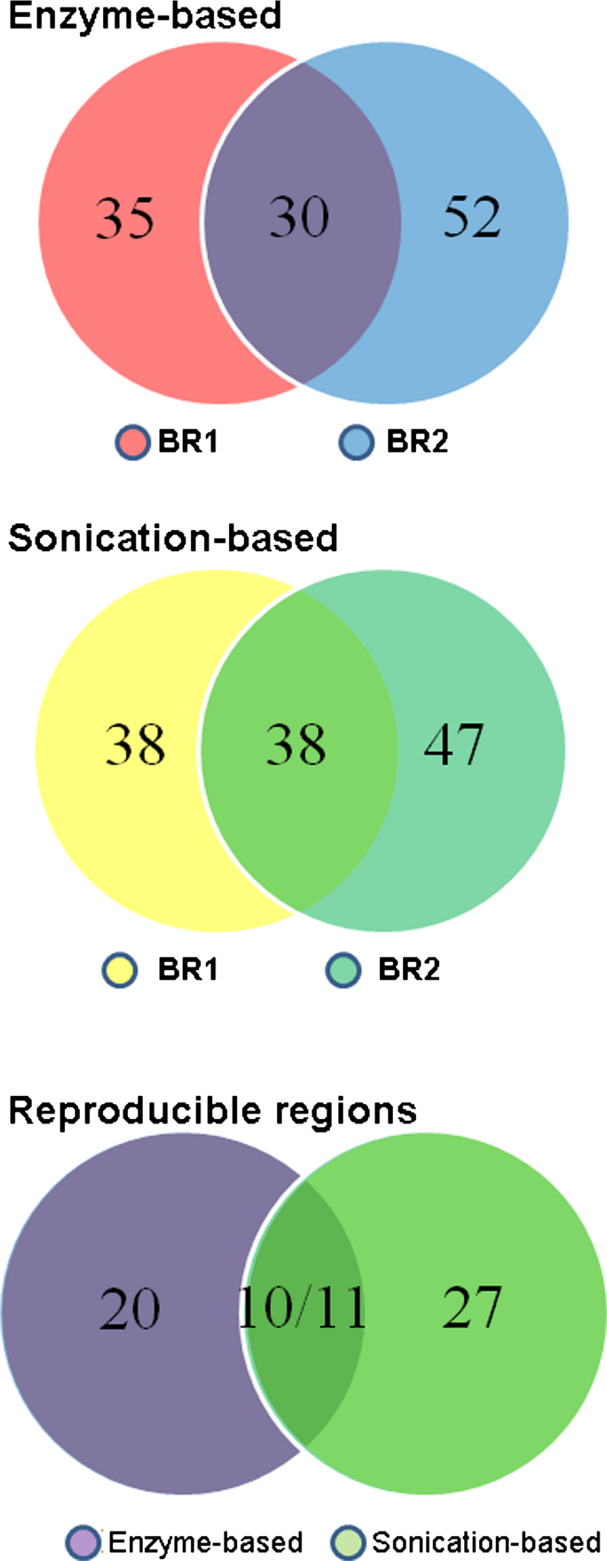
**Overlap of inter-chromosomally enriched interacting regions. A**,**B**) Overlap of enriched inter-chromosomal interacting regions identified in the biological replicate data generated using enzyme-based or sonication-based 4C-Seq approaches; **C**) Overlap of reproducible inter-chromosomal interacting regions between the two different 4C-Seq methods.

### Comparison of distal intra-chromosomal interactions

Intra-chromosomal interactions include both proximal *cis*-interactions around the bait locus and long-range *cis*-interactions distal to the bait area. Both enzyme and sonication-based 4C-Seq data revealed a majority of proximal *cis*-interactions in all the interaction reads identified (Additional file 1: Table S2 & S3). 

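Pou5f1 lies on the forward strand of chromosome 17 of mm9 from 35642982 to 35647721. Its start was taken as the position of the bait, since the paper's text gives no coordinates for the upstream enhancer. Among the 57 chromosome 17 sites in the reproducible regions, the nearest lay 50.7 kb from this position and the farthest 37.6 Mb, with a median distance of 10.3 Mb. Only 5 sites were within 1 Mb, 18 lay between 1 and 10 Mb and 34 beyond 10 Mb, of which 28 were beyond 20 Mb. They fell on both sides of the gene, with 31 at lower and 26 at higher coordinates. Without the sites inside 1 Mb the median distance was 20.6 Mb. The distal end of the chromosome is 59.6 Mb from Pou5f1. These distances describe the sites kept in reproducible regions, not all intra-chromosomal reads.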

As shown in the distribution plot for the identified intra-chromosomal interaction reads (Figure 5), distal interactions occur even at 60 Mb away from the bait location. Interesting to note, sonication-based method generated less distal intra-chromosomal interactions compared to enzyme-based 4C-Seq method (Figure 5). For enzyme-based 4C-Seq, 18.5% and 12.6% of all the HindIII sites on Chromosome 17 were identified as interaction sites for the two biological replicate data respectively, suggesting a high background (Figure 5B) in intra-chromosomal interactions, similar to the observations published by de Latt group [18]. Data generated by sonication-based method is consistent with the 4C-Seq data from Ruan group with only a few distal intra-chromosomal interactions [11]. Clearly, in our case, we did not observe predominant distal intra-chromosomal interactions within all the distal interactions from sonication-based method, contrasting to the data generated from the enzyme method we used. 

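In the deposited list of sites in reproducible regions, 57 of 1009 sites (5.65%, Wilson 95% confidence interval from 4.39% to 7.25%) were intra-chromosomal and 94.4% were inter-chromosomal. The interval covers counting error only, and sites of the same region are not independent. Counting each region once, 10 of 47 regions (21.3%) were intra-chromosomal, which is higher because the regions on chromosome 17 held fewer sites each. The values from the paper's Table S2, before regions were selected, were 214 intra-chromosomal sites of 5729 in BR1 (3.74%, interval from 3.27% to 4.26%) and 165 of 4403 in BR2 (3.75%, interval from 3.23% to 4.35%). The difference between BR1 and BR2 was within their counting error, and both intervals end below that of the listed sites. The paper's thresholds differed too, with a false discovery rate of 5% for inter-chromosomal and 20% for intra-chromosomal regions. From the small share of distal intra-chromosomal sites, set against the enzyme-based data, the paper proposes that sonication shook off weak interactions.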

Sequencing depth in general, affects interactions identified; however, since we are examining ratio of distal intra-chromosomal interactions among all interactions, differences in sequence coverage is unlikely to play a major role. Interesting to note, a previous e4C study [33] showed predominant inter-chromosomal interactions of *Hbb* locus by using an array-based 4C technique. We suspect that sonication-based method may have shaken off a lot of weak interactions [22] that were identified in the enzyme-based approach we applied.

**Figure 5:**
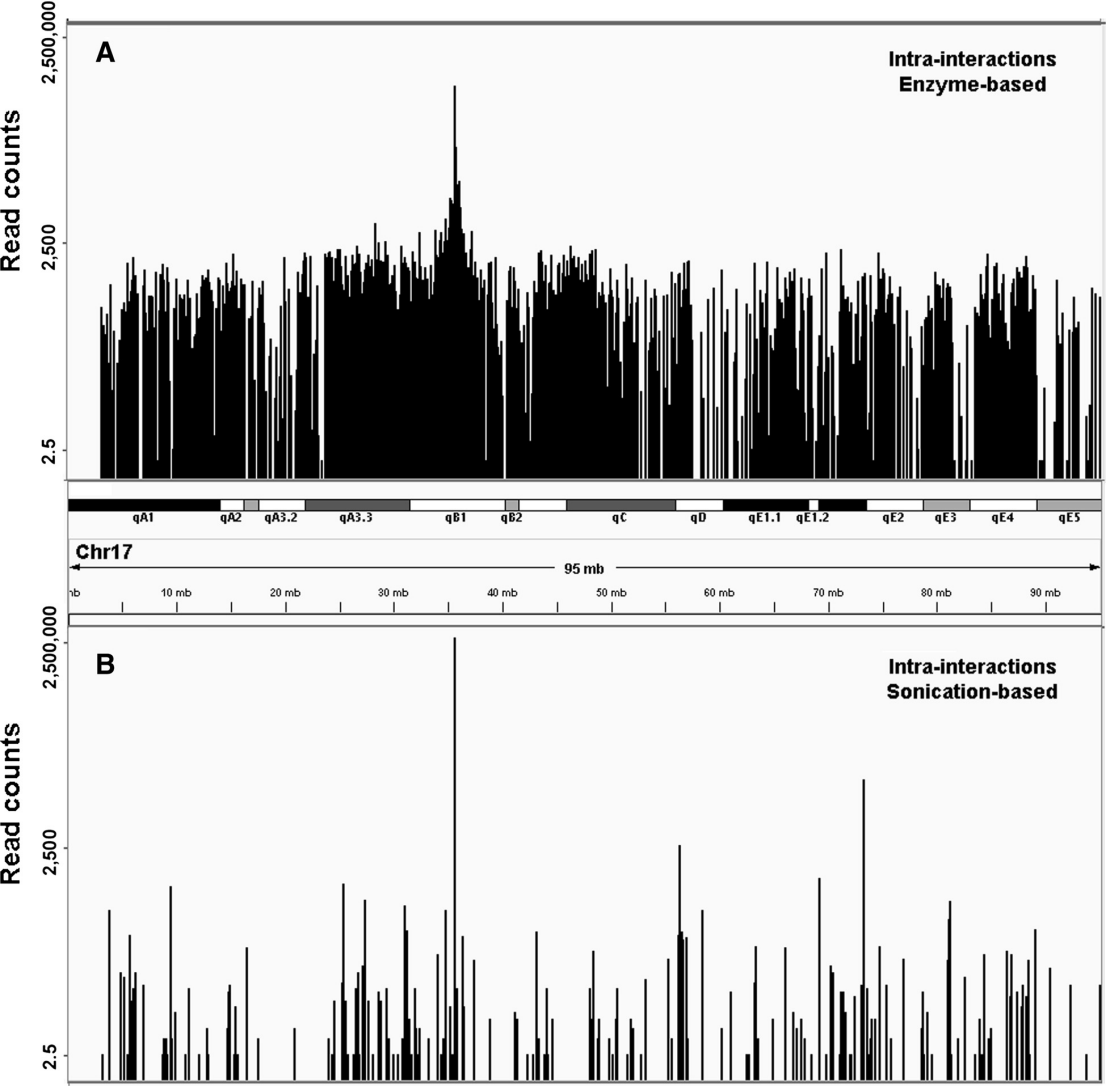
**Distribution of raw read counts at all intra-chromosomal interacting sites. A**) Distribution of read counts at *cis*-interacting sites identified from enzyme-based method; **B**) Distribution of read counts at *cis*-interacting sites in sonication-based data.

For enzyme-based 4C-Seq data, we followed a statistical model [18] to identify enriched *cis*-interacting regions. In brief, z-scores in windows covering 100 enzyme sites (size ~400 kb) were calculated based on contact frequencies in each window, with a background window covering 3,000 sites to calculate expected contact frequency. A permutation-based FDR method with a threshold (FDR≤ 5%) was used to select enriched-interacting regions as described above for the inter-chromosomal interactions. Shown in Figure 6, the coverage between the biological replicate data is above 80%. For sonication-based method, windows of ± 200 kb around identified contact sites were used to identify enriched-interacting regions (see methods). 

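The 57 listed sites on chromosome 17 formed 10 intra-chromosomal regions when sites at most 200 kb apart were joined. With a gap of at most 100 kb there were 24, and with 1 Mb there were 7. The 10 regions spanned 3.36 Mb in all, with a median of 332.0 kb and a range from 223.7 to 466.7 kb, and held from 4 to 9 sites. The region with the most sites lay from 71087792 to 71554493, with 9 sites and 7 protein-coding genes. The next lay from 56199411 to 56600577, with 8 sites and 17 protein-coding genes, and from 8695403 to 9116411, with 7 sites and Pde10a as its only protein-coding gene. The region nearest to Pou5f1 lay from 35693687 to 35918450 and held 5 sites. Another 5 regions lay between 25302884 and 29554793. Which of these sites came from BR1 and which from BR2 cannot be read from the list, so no overlap between the replicates was computed.

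**Figure D3:**
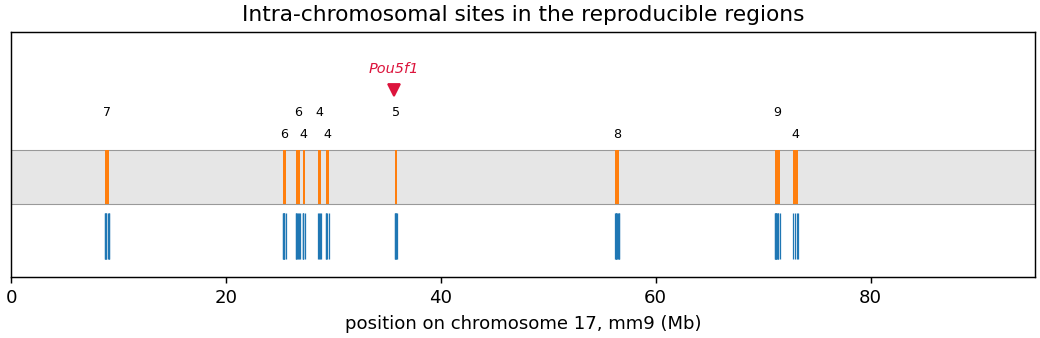
Chromosome 17 of mm9 (grey bar, position in Mb) with the 10 intra-chromosomal regions of the sonication-based data (orange), the number of sites in each (digits above), their 57 sites (blue ticks) and the Pou5f1 gene (triangle). The regions lie on both sides of Pou5f1, from 4 to 9 sites each.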

The overlap of enriched-interacting regions between the two replicate data is ~33%, lower than enzyme-based method. Still, 30% of the reproducible regions overlapped between the two methods.

**Figure 6:**
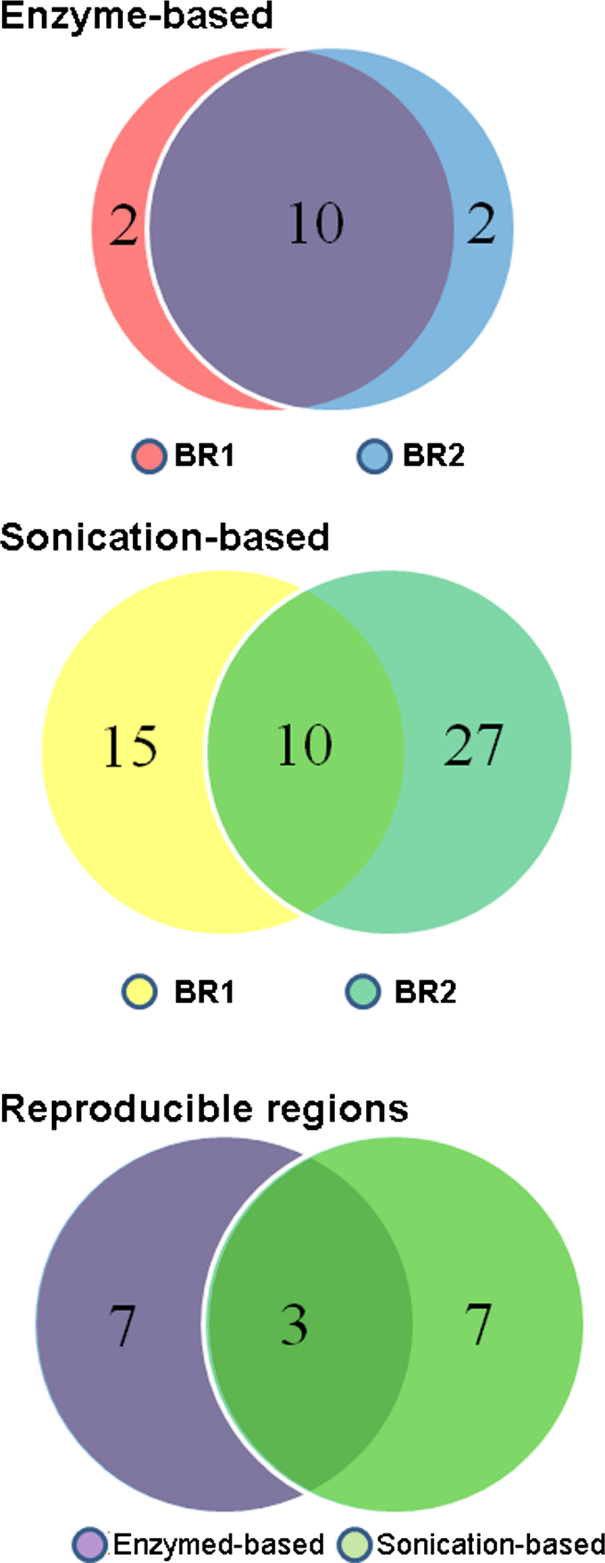
**Overlap of intra-chromosomally enriched interacting regions. A**,**B**) Overlap of enriched intra-chromosomal interacting regions identified in biological replicate data generated using enzyme-based or sonication-based 4C-Seq approaches; **C**) Overlap of reproducible distal intra-chromosomal interacting regions from enzyme-based and sonication-based 4C-Seq approaches.

### Epigenetic histone marks enriched in the interactomes

Previous Hi-C study unveiled chromosomal organization of open and closed chromatin compartments in the cell nucleus [2], with open chromatin compartments enriched with active epigenetic features. We questioned whether the interactomes of active *Pou5f1* enhancer are associated with specific epigenetic features. Thus we performed association study to calculate enrichment factors for a series of histone marks in the interactomes. 

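The sonication-based sites available for such an association are the 1009 positions in the reproducible regions. Extended by 5 kb on each side, the range used for histone marks, they formed 947 separate windows covering 9.81 Mb. By the GENCODE annotation of the same build, 506 sites (50.1%) lay in introns, 53 (5.25%) in exons with untranslated sequence, 44 (4.36%) in other exons and 406 (40.2%) outside genes. The inter-chromosomal regions contained 15.1 protein-coding genes per Mb and the intra-chromosomal regions 22.6, against 8.74 per Mb over all sequenced bases of chromosomes 1 to 19 and X. A transcription start site lay within 5 kb of 32.8% of the 952 inter-chromosomal sites and of 31.6% of the 57 intra-chromosomal sites. The ChIP-Seq peaks of the histone marks were not used here, so no enrichment factor was computed for any mark.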

For both enzyme-based and sonication-based data, histone marks related to gene activation, such as H3K27ac, H3K36me3, H3K4me1, H3K4me3 and H3K9ac were enriched around the identified contact sites (±5 kb range) within the reproducible interacting regions (Figure 7). In contrast, enrichment for H3K27me3 repressor mark and H3K9me3 heterochromatin mark was either not obvious or not observed at all. Thus in our study, 4C-Seq data revealed physical proximity of an enhancer element with distally active genomic regions in mouse ES cells, consistent with the concept of active genomic compartments from genome-wide 3C studies [2,5]. These results therefore serve as positive controls for our experiments, and confirmed that biological insights can be inferred from both enzyme-based and sonication-based 4C-Seq data sets with appropriate analytical approaches.

**Figure 7:**
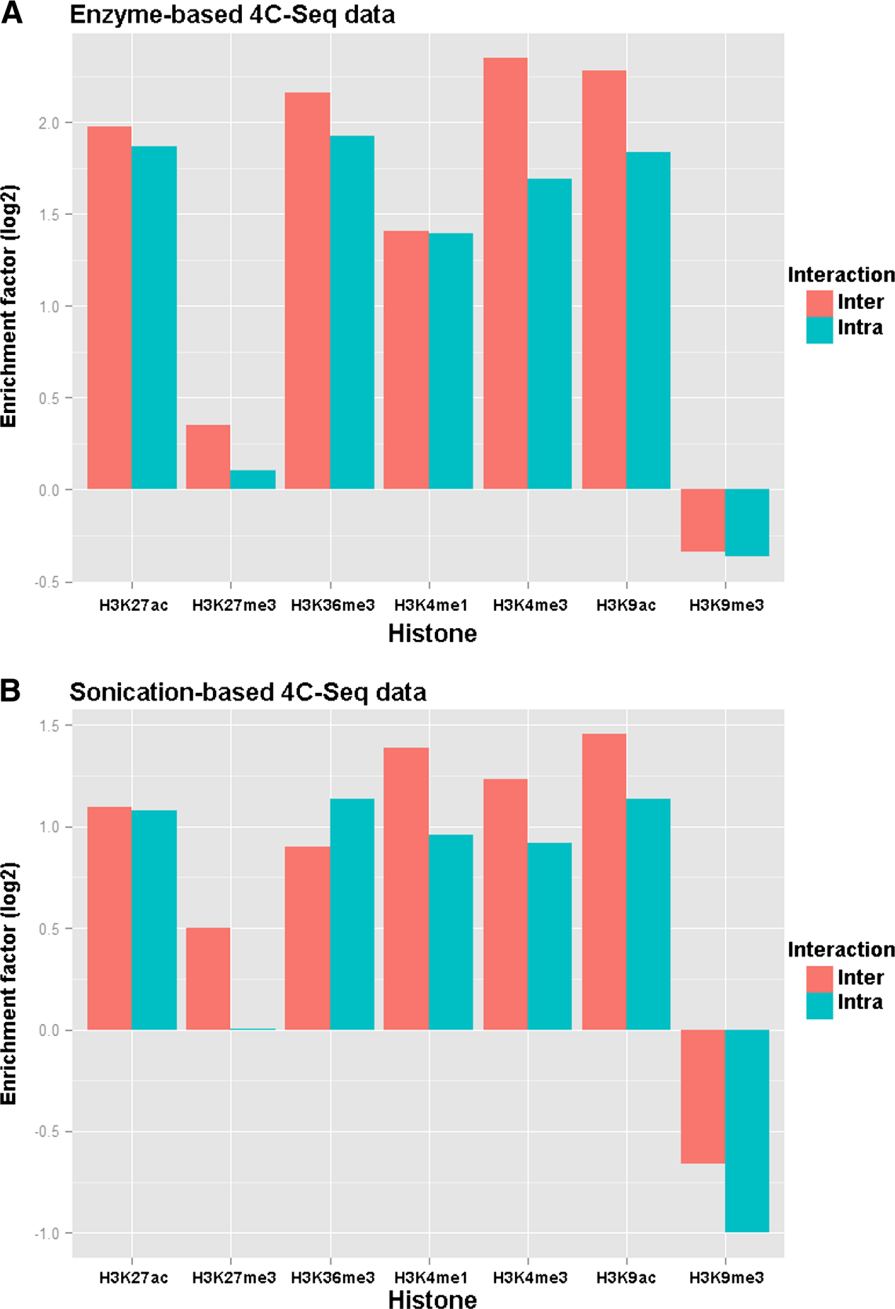
**Enrichment analysis of histone marks.** Bar plots of enrichment factor values of different histone marks around the interacting sites within the reproducible interacting regions. Enrichment factor was calculated as the observed sites in proximity to the ChIP-Seq peaks of a particular histone mark divided by the expected sites (random simulated across chromosome 17) close to that mark.

### Transcription factors enriched in the interactomes

Unlike enzyme-based method, sonication-based 4C method applied ultrasound to shear cross-linked chromosomes into smaller pieces, similar to the fragmentation step in ChIP-Seq protocol. If particular DNA-binding protein complexes are involved in mediating chromosomal interactions between the bait and other distal regions, the identified bait-interacting sites from sonication-based data should be in close proximity to the bound sites of those DNA-binding proteins. We analyzed ChIP-Seq raw read files of 15 DNA-binding proteins reported in Chen et al’s study [34]. Briefly, the read tags within ±1 kb range of a 4C site was counted and normalized as having 10 million total read tags. 

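Extended by 1 kb on each side, the 1009 sites formed 998 separate windows covering 2.03 Mb, so nearly every site kept a window of its own. A transcription start site lay within this range of 10.1% of the inter-chromosomal and 14.0% of the intra-chromosomal sites. The ChIP-Seq reads of the DNA-binding proteins were not used here.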

The input data for the study was used to generate normalized background read counts. Specific ChIP-Seq read counts were calculated as background subtracted and plotted (Figure 8). Compared to randomly iterated genomic sites, the 4C interacting sites were moderately enriched with several transcription factors. Among them, transcription factors Oct4, Klf4, Esrrb, Tcfcp2i1 and Zfx showed statistically significant enrichment (p < 1×10^-10^, unpaired Wilcoxon-Mann–Whitney test), implying that these key pluripotency genes are mediating this enhancer interactome in mouse ES cells.

**Figure 8:**
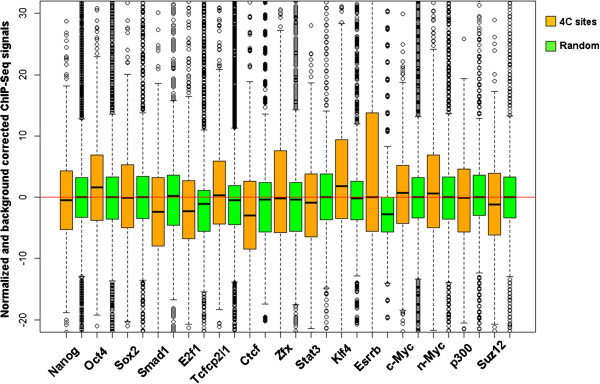
**Enrichment analysis of DNA-binding proteins.** Box plots showing distribution of normalized and background subtracted ChIP-Seq tag density of 15 DNA-binding proteins in mouse ES cells. Comparison was made between the 4C interacting sites (brown colored) and random iterated sites (green colored).

## Conclusions

In summary, we presented 4C-Seq data of an enhancer element in mouse ES cells, generated by two different methods: enzyme-based method and sonication-based method. Our data showed consistency of the data generated by both methods for biological replicate samples. For inter-chromosomal interactions, both methods have similar reproducibility of enriched-interacting regions; however, for intra-chromosomal interactions, enzyme-based method showed more frequent distal interactions and higher reproducibility. Both methods revealed that histone modifications related to gene activation were enriched in the interactomes. In addition, sonication-based data uncovered several key pluripotency genes enriched around the interaction sites. Thus, we conclude that 1) Both enzyme-based and sonication-based 4C-Seq technique are very useful tools for mapping long-range chromatin-chromatin interactions; and 2) 4C-Seq data together with ChIP-Seq data can help us elucidate molecular events surrounding a particular regulatory region in 3D space.

## Methods

### Cell culture and 4C library preparation

Mouse embryonic stem (ES) cell line E14 was grown in the culture dishes coated with 0.1% gelatin. A growth medium with Glasgow Minimum Essential Medium (GMEM) supplemented with 15% fetal bovine serum (FBS), 100 nM nonessential amino acids, 1% sodium pyruvate, 200 mM glutamate, 1% penicillin streptomycin, 50 uM b-mercaptoethanol and 10 ng/mL LIF was replaced every 24 hours to support ES cell growth. Immediately before 4C library preparation, 10 million cells were cross-linked with 1% fresh formaldehyde in the cell culture dishes, lifted and treated with Triton X100 buffer (0.25% Triton X100, 10 mM EDTA pH=8.0, 10 mM Tris–HCl pH=8.0, 100 mM NaCl, 1x protease inhibitor cocktail) to extract chromatins.

For sonication-based 4C library preparation, the isolated chromatin pellets were re-suspended in SDS lysis buffer (1% SDS, 5 mM EDTA pH=8.0, 50 mM Tris–HCl pH=8.0, 1x protease inhibitor cocktail) and sonicated to an average size of 500 bp. The diluted chromatin fragments were blunt-end repaired and ligated with T4 ligase for 24 hours at 4°C, followed by reverse crosslinking at 65°C for 20 hours with proteinase K. The purified DNA served as PCR template for 4C library construction. After nested PCR amplification for library construction, the purified PCR products (majority with size ranging from 500 bp to 1 kb) were further sonicated to small DNA fragments with an average size of 200 bp for sequencing. The Illumina HiSeq2000 Sequencer was used to perform paired-end sequencing with 90 bp read length.

For enzyme-based 4C library preparation, two rounds of enzyme digestions were carried out using HindIII and DpnII restriction enzymes respectively. The experimental procedure strictly followed the published protocol [35]. The bar-coded DNA libraries were subject to single-end sequencing with 50 bp read length using the Illumina HiSeq2000.

### Processing of 4C-Seq data

For sonication-based 4C-Seq data, Burrows-Wheeler Aligner (BWA) [29] with the “samse” option was employed for aligning paired-end data separately to the reference genome assembly mm9. 

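The requirement for unique alignment was examined by counting how often the first and the last 20 bp of each of the 1009 listed sites occur in mm9, on both strands and without mismatches. For 949 sites (94.1%, Wilson 95% confidence interval from 92.4% to 95.4%) at least 1 of these ends occurred once in the genome. Of the 700 sites that are exactly 20 bp wide, 655 (93.6%) were unique, and of the 309 wider sites, 294 (95.1%) had a unique end. Random positions on chromosomes 1 to 19 and X were unique in 73.0% of 200000 cases, and random positions inside the same regions in 81.4%. For 60 sites (5.95%) both ends were repeated, with 2 copies of the rarer end in 21 sites, 3 copies in 13 sites and over 10 copies in 15 sites. When 1 mismatch was allowed, 49.5% of the sites kept a unique end, against 33.0% of 2000 random positions.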

Alignment files for both ends were further merged using SAMtools [31], followed by a PERL script to select only uniquely aligned read pairs (BWA mapping score ≥1), where one end aligned to the bait region and the other end aligned to other regions. Finally, tags within a 100 bp range were merged as a unique interacting site using BEDTools [36]. Singlet interacting sites were considered as background noise and removed.

For enzyme-based 4C-Seq data, the sequencing reads with 5’ end aligned to the forward inverse PCR primer sequence were selected. The rest part of the selected reads (including HindIII sites) was mapped to the mm9 assembly using BWA to locate ligation sites in the genome. The mapped ligated HindIII sites were further matched to a reduced genome with the locations of all HindIII sites included.

### Statistical model to identify enriched interacting regions for sonication-based 4C-Seq data

A statistical model was built to identify interacting regions that exhibit a higher frequency of interactions with the bait than expected from random collision of the chromosomes [18]. For every interacting site *i* on chromosome W (length L_W_), the number of interacting sites within a certain window *w* with length l_W_ (±1 Mb for inter-chromosomal interactions and ±200 kb for intra-chromosomal interactions in our study) from the analyzed site was counted as C_*i,w*_, and a z-score was calculated as an enrichment score:

$$z_{i}=\frac{\left(C_{i\;w}-\mu_{W}\right)}{\sqrt{\mu_{W}\;\left(1-P_{W}\right)}}$$

in which p_W_ = μ_W_/l_W_ (μ_W_ is the expected number of interacting sites in window *w* on chromosome W).

Statistical significance was further assigned to each interacting site by a FDR-based approach. Briefly, we randomly permutated calculated z-score data for every chromosome 100 times, and chose interacting sites with a false discovery rate (FDR) ≤ 5% or FDR ≤ 20% as positively interacting sites for inter-chromosomal or intra-chromosomal interactions. FDR for each site was calculated by counting the number of randomly permutated Z-scores that are above experimentally determined Z-score. All the interacting sites within ±1 Mb range of a positively interacting site were clustered as an enriched interacting domain. Overlapping interacting domains were further merged together.

### ChIP-Seq data

The ChIP-Seq peak data of histone variants for mouse ES cells were retrieved from the ENCODE database (http://genome.ucsc.edu/ENCODE). The ChIP-Seq raw read files of 15 DNA-binding proteins were downloaded from the GEO database (accession number GSE11431).

### Statistical analysis

Statistical analysis was executed and plotted using the R software suite (http://www.r-project.org/). The conversion of genomic coordinates between different genome assemblies was done by liftover software tool (http://www.genome.ucsc.edu/).

## Availability of supporting data

The sequencing data has been deposited to the GEO database (accession number GSE43776, GSE45418).

## Competing interest

All authors declare that they have no competing interest.

## Authors’ contributions

FG, WL and KW designed the project. FG performed the research and implemented the pipeline. ZW prepared the enzyme-based 4C library samples for sequencing. FG, WL and KW wrote the paper. All authors read and approved the final manuscripts.

## Supplementary Material

Additional file 1 Summary of mapping results of 4C-Seq data. Click here for file

Additional file 2: Figure S1 Distribution of read counts at all inter-chromosomal interaction sites. Data generated from the biological replicates BR1 and BR2 were compared. Both enzyme-based and sonication-based data were included in the plots. Click here for file

Additional file 3: Figure S2 Reproducibility of inter-chromosomal interactions at different resolutions. Density scatter plots of inter-chromosomal interactions between the biological replicate data at resolutions of (A),1 Mb for sonication-based data; (B), 250 6-bp cutter sites for enzyme-based data; (C), 500 kb for sonication-based data; (D), 125 6-bp cutter sites for enzyme-based data. Click here for file

# Supplementary material for: Comparative analysis of 4C-Seq data generated from enzyme-based and sonication-based methods
**Source:** BMC Genomics. 2013 May 24;14:345. doi: 10.1186/1471-2164-14-345
**Supplement:** Additional file 1 — Summary of mapping results of 4C-Seq data.

**Table S1. Mapping of sonication-based next-generation sequencing data**

Library Name: Sonicate-BR1

| Total 91-bp reads: 24,703,628 (100%) | | | | |  |
| --- | --- | --- | --- | --- | --- |
| Mapped reads | | | Unmapped reads | |  |
| 19,150,410 (77.52%) | | | 5,553,218 (22.48%) | |  |
| Uniquely mapped | | Non-uniquely mapped |  | |  |
| 19,136,196 (77.46%) | | 14,214 (0.06%) |  |  | |
| Mapped to bait locus | Mapped to distal regions |  |  |  | |
| 19,029,454 (77.03%) | 106,742 (0.43%) |  |  |  | |

Library Name: Sonicate-BR2

| Total 91-bp reads: 24,192,856 (100%) | | | | |  |
| --- | --- | --- | --- | --- | --- |
| Mapped reads | | | Unmapped reads | |  |
| 18,580,224 (76.80%) | | | 5,612,632 (23.20%) | |  |
| Uniquely mapped | | Non-uniquely mapped |  | |  |
| 18,575,180 (76.78%) | | 5,044 (0.02%) |  |  | |
| Mapped to bait locus | Mapped to distal regions |  |  |  | |
| 18,542,445 (76.64%) | 32,735 (0.14%) |  |  |  | |

**Table S2. Summary of end-tag mapping results for sonication-based 4C-Seq data**

| Library Name | Total junction tag pairs | Proximal junction tag pairs+ | Distal junction tag pairs* | Unique distal intra- sites | Unique distal inter-sites |
| --- | --- | --- | --- | --- | --- |
| Sonication-BR1 | 2,427,459 | 2,171,834 | 255,625 | 214 | 5515 |
| Sonication-BR2 | 2,922,907 | 2,720,132 | 202,775 | 165 | 4238 |

+Proximal junctions include intra-chromosomal interactions less than 10kb from the bait.

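Table S2 counts pairs of end tags that join the bait to another place, and splits them by distance. From its values, proximal pairs made up 89.5% of the junction pairs in BR1 and 93.1% in BR2. The last columns count unique distal sites, which are tags merged by position, so that many distal pairs fall into a single site. The paper's intra-chromosomal and inter-chromosomal sites add up to 5729 in BR1 and 4403 in BR2, which is 24 and 35 more than the 5705 and 4368 filtered sites given in its text. The 1009 sites of the deposited list are the part of such sites that lies in reproducible regions.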

*Distal junctions include intra-chromosomal interactions not less than 10kb from the bait and inter-chromosomal interactions.

**Table S3. Summary of mapping results for enzyme-based 4C-Seq data**

| Library Name | Total junction tags (HindIII) | Proximal junction tags (HindIII)* | Distal junction tags (HindIII)* | Unique distal intra-sites | Unique distal inter-sites |
| --- | --- | --- | --- | --- | --- |
| Enzyme-BR1 | 7,472,712 | 5,016,047 | 2,456,665 | 3,008 | 3,459 |
| Enzyme-BR2 | 4,790,945 | 3,007,358 | 1,783,587 | 1,985 | 2,245 |

+Proximal junctions include intra-chromosomal interactions less than 1Mb from the bait.

*Distal junctions include intra-chromosomal interactions not less than 1Mb from the bait and inter-chromosomal interactions.

How the deposited data were processed for this re-analysis (not part of the article)

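Sonication-based 4C-Seq data from E14 mouse ES cells, with an upstream enhancer element of Pou5f1 as the bait, were analysed from the authors' list of interacting sites in the reproducible regions. The experiment had 2 replicates, BR1 and BR2. The enzyme-based 4C-Seq data and the ChIP-Seq data that the paper compares with were not analysed here.

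To make the list, the authors aligned 20-bp end tags of both reads separately to mm9 with BWA, merged the alignments with SAMtools, kept uniquely aligned pairs with one end in the bait region, merged tags within 100 bp with BEDTools and removed sites of a single read. They scored each site by the number of sites within 1 Mb (200 kb on chromosome 17), called positive sites at a false discovery rate of 5% (20% on chromosome 17), clustered the sites around them into regions and kept regions found in both replicates. The values in the authors' list are the chromosome, start and end of each of 1009 sites, in base pairs, with no score, count or replicate. Whether a site was seen in BR1, BR2 or both is not stated in the list. The paper's text does not give the coordinates of the bait, and the start of Pou5f1 in the annotation stood in for it.

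From the list, sites were counted, sorted into inter-chromosomal and intra-chromosomal sites, and joined into regions with gaps of at most 1 Mb, or 200 kb on chromosome 17. The sequence was that of NCBIM37, the build also called mm9, and the gene annotation was the GENCODE annotation of that build, with 37252 genes, of which 22350 are protein-coding, and 86803 transcription start sites on chromosomes 1 to 19 and X. Coordinates are 1-based. A site's middle was used for its distance to a start site and for lying in a gene, and G+C content was that of the 1 kb around it, in bins of 100 bp. Repeats are not marked in the reference, which holds 0 lower-case bases.

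Each test compared the sites or regions with random draws from a fixed seed, except the exact binomial test of sites per gene. Regions per chromosome were compared with 100000 placements in proportion to chromosome length, one-sided. Nearest-neighbour distances were compared with 10000 placements within the same regions, two-sided. Start sites, genes and G+C content were compared with 10000 sets of random positions on the same chromosomes, drawn from 10000 positions per chromosome without unknown bases, two-sided, where the smallest p is 0.0002. Within regions, 2000 positions per region were drawn from. The Benjamini-Hochberg adjustment was made over the 3 features of start sites and genes, and for sites per gene over the 2234 protein-coding genes tested. The sites of a region are not independent, and moving whole regions along their chromosomes was added for that reason. So was a test with regions as the unit, in which the summed excess of each region kept or changed its sign at random in 10000 draws, two-sided. The occurrence of 20-bp sequences in the genome was counted exactly on both strands. Confidence intervals of shares are Wilson intervals at the 95% level and cover counting error only. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

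The tests were tested on simulated data. Of 200 simulated lists of random sites, 5.5% passed the 0.05 threshold for start sites within 5 kb, 4% within 1 kb, 1.5% for genes and 5.5% for G+C content. With 10% of the sites moved to start sites, all 200 lists passed. The share near start sites rose by a mean of 8.28 percentage points, where 8.27 were calculated from the share moved. That rise compares each list before and after the move, so it does not check the difference from random positions that the test uses. The number of lists for the spacing test was raised after a first run with 100 lists, in which 10% of the random lists passed. It then passed in 6% of 400 random lists and in 100% of 400 lists with planted neighbours. The chromosome test passed in 5.5% of 200 random lists and in 91.5% of 200 lists in which chromosome 1, the longest, had 5 times its share. An excess on a shorter chromosome was not simulated. On lists made by moving whole regions at random, the test of start sites within 5 kb passed in 30% of 200 lists with sites as the unit and in 4% with regions as the unit. With matching on G+C content the shares were 23% (by a normal approximation for sites) and 5%. For 8 of 8 sites checked, a plain search of the chromosomes gave the same count of 20-bp sequences.

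The regions named are the 3 inter-chromosomal and the 3 intra-chromosomal regions with the most sites. The genes named are Pou5f1, the genes whose proteins the paper reports as enriched, and the 5 protein-coding genes with the most sites, with shorter genes first among equals. The rule for regions and genes was set before the data were examined, apart from the order among genes with equal numbers of sites. So were the tests of spacing, of regions per chromosome, and of start sites, genes and G+C content. Part of their alternatives was chosen after seeing the data, namely moving whole regions, regions as the unit, random positions with a unique 20-bp sequence, with the same G+C content or on chromosome 17, and for G+C content also merging sites and means over regions. The test of sites per gene, the neighbours within 10 kb, the chromosomes without a region, the copies of 20-bp sequences and the HindIII counts were added once the list was in hand. Alternatives included merging sites within 100 bp, other gaps, minimum numbers of sites per region, random positions within the same regions, protein-coding genes only, means over regions, and each replicate's totals for the density.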

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

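The tests that moved whole regions or took regions as the unit, and the matching on G+C content at 1 kb and inside genes, were chosen only after the results were seen. The other comparisons with positions of the same G+C content or with a unique 20-bp sequence were added once the list was in hand, before their values were known. The paper compares its sites with ChIP-Seq data and reports neither their distance to genes nor their base composition.

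The first result is the position of the sites relative to genes. A transcription start site lay within 5 kb of 32.7% of the 1009 sites, against 17.3% of random positions on the same chromosomes, a difference of 15.4 percentage points (permutation test, two-sided, p = 0.0002, the smallest that 10000 draws can give, and 0.0002 adjusted over 3 features). Within 1 kb the shares were 10.3% and 4.48%, and inside genes 59.8% and 42.8%, with the same p. The larger part was shared by whole regions. Of the 15.4 points, 12.2 separate random positions inside the regions from random positions on the chromosomes. The other 3.12 separate the sites from random positions of their own regions (permutation test, p = 0.025, and 0.038 adjusted over 3 features). With regions as the unit, p was 0.042 in a permutation test, unadjusted. No adjusted p was computed for that unit, so whether these 3.12 points then pass the threshold is open. This part was seen for the 952 inter-chromosomal sites, with 32.8% against 29.0% (permutation test, p = 0.0082), while the 57 intra-chromosomal sites went the other way, with 31.6% against 38.6% (permutation test, p = 0.31). Counting the sites of a region as independent was not the cause, because whole regions moved along their chromosomes also gave p = 0.0002 in a permutation test, with 17.1% of sites near a start site. Unique mapping of 20-bp tags was not the whole cause, since 14.5 points were left against random positions with a unique 20-bp sequence (permutation test, p = 0.0002). A preference of amplification or sequencing for G+C-rich DNA could account for much of the excess. At 5 kb, 4.59 points were left against random positions of the same chromosomes with the same G+C content (permutation test with regions as the unit, p = 0.017). With sites as the unit p was 0.0006 in a permutation test, which is too small, because sites of a region are not independent. Inside genes 6.93 points were left under the same matching (permutation test with regions as the unit, p = 0.001). Only the G+C content of the 1 kb around a site was matched, and the regions were selected for their density of sites. A preference for G+C-rich DNA could thus have favoured whole regions, so the points left at 5 kb and inside genes do not exclude it. At 1 kb no excess was left, so such a preference could account for it, with a difference of -0.402 points (permutation test, p = 0.69). Inside regions the causes cannot be told apart, because a large part of the small difference remains while it no longer passes the threshold. What remains was 1.66 points against positions with the same G+C content (permutation test, p = 0.23) and 2.51 points against positions with a unique 20-bp sequence (p = 0.08). The rule for calling such a case open was set after the values were seen. G+C content and closeness to genes go together in the genome, so matching on the first also removes part of any effect of the second. The design has a single bait and a single condition, and no biological explanation was tested. The paper's reading of the histone marks, proximity of the enhancer to active genomic regions, stays open here, since no histone data were analysed. The paper rests it on marks of gene activation enriched in both the sonication-based and the enzyme-based data. For the marks of repression and heterochromatin it reports no clear enrichment.

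The second result is the G+C content of the 1 kb around each site. It averaged 48.5% at the sites, 42.0% at random positions on the same chromosomes and 46.7% at random positions of the same regions. The difference within regions was 1.78 percentage points (permutation test, two-sided, p = 0.0002). Unique mapping of 20-bp tags was not its whole cause, since 1.46 points were left against random positions of the same regions with a unique 20-bp sequence (permutation test, p = 0.0002). PCR, sonication or sequencing that favours G+C-rich DNA stays a candidate explanation and was not tested, since the list has no read counts and no control library was analysed. No biological explanation was tested.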

How the results depend on the processing

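Across the alternatives set before the data were examined, 9 of 31 values could not change, because no sites lie within 100 bp of each other and the minimum number of sites removed no region from the counts of regions or the chromosome test. Of the other 22, 14 kept their direction and their side of the threshold, or stayed within 1.5 times the count. The counts of regions depended on the gap. With a gap of at most 500 kb there were 75 inter-chromosomal regions in place of 37, and with a gap of at most 100 kb there were 24 regions on chromosome 17 in place of 10, as fewer sites are joined. Counting each region once moved the intra-chromosomal share from 5.65% to 21.3%, because regions on chromosome 17 hold fewer sites. With sites as the unit, the largest excess of a chromosome was 58.6 sites and passed the threshold, while regions did not, and sites of a region are not independent. The ratio of the density in regions to that of the whole genome was 1.69 against both replicates, 2.99 against BR1 and 3.90 against BR2, which follows from the smaller totals of each replicate. Which ratio, if any, compares like with like is open, because the list does not say which replicate a site came from. None would if the list holds both replicates merged. Without the sites inside 1 Mb, the median distance of chromosome 17 sites from Pou5f1 moved from 10.3 to 20.6 Mb. The test of nearest-neighbour distances stayed above the threshold under the 3 alternatives that could change it.

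Random sites within the same regions left 1.61 percentage points of the excess of sites inside genes, no longer past the threshold, because the regions themselves are rich in genes. The remaining alternatives were chosen after seeing the data, and 27 of the 34 values that could change kept their direction and side of the threshold. They include 11 differences tested again with regions as the unit. Against random sites of the same regions with a unique 20-bp sequence, the excess near start sites was 2.51 points within 5 kb and 1.53 points within 1 kb, both no longer past the threshold, and that inside genes reversed to -0.502 points. Against random sites of the same regions with the same G+C content, it was 1.66 points within 5 kb and 0.662 within 1 kb, no longer past the threshold, and -0.148 inside genes. Against random sites of the same chromosomes with the same G+C content, the excess within 1 kb reversed to -0.402 points, while that within 5 kb and that inside genes stayed above random. None of the reversed differences passed the threshold in its new direction. Random sites on chromosome 17 alone, which the legend of Figure 7 describes, left the excess within 5 kb at 14.6 points.

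No paired analysis was possible because the list carries no replicate column and the data hold a single condition. Leaving out each replicate in turn was not possible for the same reason. The share of repeat-masked sequence was not computed, because repeats are not marked in the reference used. Without read counts, the depth behind a site is unknown, so no site or region can be given an error.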

Differences from the paper's values

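No value differed from the paper's by more than 1.5 times with gaps of at most 1 Mb and, on chromosome 17, 200 kb. Among the alternatives set before the data were examined, the gaps of at most 500 kb and 100 kb gave counts of regions that did. The number of inter-chromosomal regions was 37, against about 38 in Fig. 4B, read by eye. With a gap of at most 2 Mb, or with regions of at least 5 sites, it was also 37, and with a gap of at most 500 kb it was 75. On chromosome 17 there were 10 regions, against about 10 in Fig. 6B, read by eye, and 24 with a gap of at most 100 kb. HindIII sites numbered 643.6 per 2 Mb of sequenced bases in mm9, against the paper's rounded 500 per 2 Mb.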

Other observations

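The tests of neighbouring sites, shifted positions and unplaced contigs were chosen only after the results were seen.

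The list does not say which replicate a site came from. A hypothesis is that it sets the sites of BR1 and BR2 side by side without merging them. The paper reports that 46% of the inter-chromosomal BR2 sites lie within 10 kb of a BR1 site, and BR2 has 43.5% of the inter-chromosomal sites of both replicates in Table S2. If the 952 inter-chromosomal sites of the list held both in these proportions, at least 190.3 of them would be BR2 sites with such a neighbour. Of these sites, 115 had any neighbour within 10 kb, which argues against an unmerged list of both replicates, as far as the paper's share holds inside the regions. A list of a single replicate stays open, and so does a list of both replicates with sites within 100 bp merged. In a merged list, such close neighbours would have become a single site.

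For 60 sites, both 20-bp ends occur more than once in mm9, although the paper's Methods describe keeping only uniquely aligned pairs. Copies numbered up to 46838 for the most repeated. A shift of the coordinates was not the cause, because no shift from -3 to 3 bp made more than 657 of the 700 sites of 20 bp unique, against 655 without a shift. Second copies on unplaced contigs were not the cause either, because 949 sites had a unique end with these contigs included and 949 with the assembled chromosomes alone. Variants of the E14 genome that make a tag unique, mismatches within the tags and longer alignments were not tested, and no biological explanation was tested. Nor was a looser rule tested, although the paper's Results state unique mapping only for the tag in the bait.

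HindIII sites, the sites cut in the enzyme-based method, number 822497 on chromosomes 1 to 19 and X, so that 500 of them span 1.55 Mb on average. A hypothesis written down before this count was that the G+C-rich regions hold fewer of them. The inter-chromosomal regions had 576.5 HindIII sites per 2 Mb, against a mean of 640.9 when the regions were moved along their chromosomes, with a central 95% range from 622.2 to 658.4 (permutation test, two-sided, p = 0.0002). A window of 500 HindIII sites thus spans 1.73 Mb in these regions. Windows counted in HindIII sites and windows counted in Mb may therefore weigh G+C-rich regions differently in the 2 methods, which was not tested, since the enzyme-based sites were not analysed here.

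The genes of the transcription factors that the paper reports as enriched lay outside the regions. The nearest listed site was 76.6 Mb from Klf4 on chromosome 4, 23.1 Mb from Esrrb on chromosome 12, 12.7 Mb from Tcfcp2l1 (Tcfcp2i1 in the paper) on chromosome 1 and 7.43 Mb from Zfx on chromosome X. The paper's enrichment concerns where these proteins bind, not their genes. Pou5f1 itself was 46.0 kb from the nearest listed site.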
